# Expression of *OsTPX* Gene Improves Cellular Redox Homeostasis and Photosynthesis Efficiency in *Synechococcus elongatus* PCC 7942

**DOI:** 10.3389/fpls.2018.01848

**Published:** 2018-12-11

**Authors:** Young-Saeng Kim, Jin-Ju Kim, Seong-Im Park, Spencer Diamond, Joseph S. Boyd, Arnaud Taton, Il-Sup Kim, James W. Golden, Ho-Sung Yoon

**Keywords:** cyanobacteria, defense system, hydrogen peroxide, redox balance, thioredoxin peroxidase

## Abstract

Cyanobacterial 2-Cys peroxiredoxin (thioredoxin peroxidase, *TPX*) comprises a family of thiol antioxidant enzymes critically involved in cell survival under oxidative stress. In our previous study, a putative *TPX* was identified using a proteomics analysis of rice (*Oryza sativa* L. *japonica*, *OsTPX*) seedlings exposed to oxidative stress. This *OsTPX* gene is structurally similar to the *Synechococcus elongatus TPX* gene in the highly conserved redox-active disulfide bridge (Cys114, Cys236) and other highly conserved regions. In the present study, the *OsTPX* gene was cloned into rice plants and *S. elongatus* PCC 7942 strain to study hydrogen peroxide (H_2_O_2_) stress responses. The *OsTPX* gene expression was confirmed using semi-quantitative RT-PCR and western blot analysis. The *OsTPX* gene expression increased growth under oxidative stress by decreasing reactive oxygen species and malondialdehyde level. Additionally, the *OsTPX* gene expression in *S. elongatus* PCC 7942 (OT) strain exhibited a reduced loss of chlorophyll and enhanced photosynthesis efficiency under H_2_O_2_ stress, thereby increasing biomass yields twofold compared with that of the control wild type (WT) strain. Furthermore, redox balance, ion homeostasis, molecular chaperone, and photosynthetic systems showed upregulation of some genes in the OT strain than in the WT strain by RNA-Seq analysis. Thus, *OsTPX* gene expression enhances oxidative stress tolerance by increasing cell defense regulatory networks through the cellular redox homeostasis in the rice plants and *S. elongatus* PCC 7942.

## Introduction

The metabolism of most aerobic organisms inevitably produce reactive oxygen species (ROS) that are capable of irreversibly damaging vital cell components. In response to rising levels of ROS, cells employ additional strategies to limit damage (Day et al., 2012). For instance, signaling pathways are activated to increase the levels of detoxification and repair enzymes. Paradoxically, hydrogen peroxide (H_2_O_2_), one of the most representative ROS, is associated with this cellular signaling pathway. H_2_O_2_ concentrations increase in response to various abiotic and biotic stresses and take part in the reactive oxygen regulatory network (Mittler et al., 2004). Therefore, the intracellular H_2_O_2_ concentration needs to be carefully regulated to balance its toxic and signaling activities (Puerto et al., 2015).

To modulate peroxide balance, cells express this set of H_2_O_2_-decomposing enzymes; catalase peroxidase, ascorbate peroxidase, glutathione peroxidase, and 2-Cys peroxiredoxin (thioredoxin peroxidase, *TPX*). *TPX*, a thiol-specific peroxidase, catalyzes the reduction of H_2_O_2_ and plays a role in protecting cells against oxidative stress by detoxifying peroxides, and by acting as a sensor for hydrogen peroxide-mediated signaling events. Furthermore, *TPX* belongs to a conserved family of antioxidant genes, the peroxiredoxin, which use thiol groups as a source of reducing equivalents to scavenge oxidant species (Chae et al., 1994). The catalytic breakdown of H_2_O_2_ by *TPX* gene involves the oxidation of the peroxide-reactive peroxidatic cysteine (Cys), located in the N-terminal of proteins (Dietz et al., 2006), followed by the formation of a disulfide with the resolving Cys (Day et al., 2012). Subsequently, thioredoxin (TRX) reduces the oxidized TPX back to the monomeric form. These reactions are critical in protecting cells from ROS-induced stress and minimizing their subsequent degradation (Dietz, 2007).

A number of studies have addressed the function of *TPX* gene in peroxide detoxification and redox regulation under stress conditions in various species. For instance, *TPX* gene protects cells against H_2_O_2_ induced damage in humans (Berggren et al., 2001). *TPX* not being expressed resulted in weakened phenotypes that were very sensitive to oxidative stress within *Arabidopsis thaliana* (Finkemeier et al., 2005) and *Synechocystis* sp. PCC 6803 (Klughammer et al., 1998). Additionally, overexpression of heterologous *TPX* in transgenic plants conferred heat and methyl viologen tolerance in tall fescue (Kim et al., 2010), and promoted higher resistance against oxidative stress by enhancing antioxidant activity in transgenic tobacco (Lee et al., 2000). Moreover, our previous study demonstrated that expression of *Oryza sativa* (*O. Sativa*) *TPX (OsTPX)* increased oxidative stress tolerance and fermentation capacity by improving cellular redox homeostasis in *Saccharomyces cerevisiae* (Kim et al., 2013). The TPX sequences of the above-mentioned species have strictly conserved residues that function as redox active sites, which are functionally similar to conserved residues. These TPX sequences possess enhanced abilities to catalyze antioxidants and antioxidant-related enzymes under ROS-induced oxidative stress. Because the function of the redox active site is functionally similar to these conserved residues, heterologous *TPX* could act in a role similar to the cyanobacteria *TPX*. However, interaction with heterologous *TPX* has not been extensively studied in cyanobacteria under ROS-induced oxidative stress.

In the previous study, the heterologous expression of the *OsTPX* gene in the genetically modified *Synechococcus elongatus* (*S. elongatus*) strain PCC 7942 was found to improve tolerance to stress, photosynthetic efficiency, and cell viability under ROS-induced oxidative stress. Therefore, in the present study we profiled gene expression to identify the mechanisms preventing H_2_O_2_ stress. Our results demonstrated improved cellular redox homeostasis by enhancing oxidative stress tolerance and photosynthesis efficiency upon the introduction of the heterologous *OsTPX* gene, which affected the cell defense regulatory network through redox balance in *S. elongatus* PCC 7942.

## Materials and Methods

### Plant Growth Conditions

The *TPX* gene from *O. sativa* L. *japonica* was transfected into Ilmi cultivars of rice plants. Genotypes and phenotypes were screened by germinating transgenic rice plants and non-transgenic wild type (WT) rice seeds at 28°C for 3 days. The subsequently germinated seedlings were transplanted and grown for 4 weeks in a greenhouse (28–32°C, 16 h light/8 h dark cycle). The seedlings were then placed in a 50 mM H_2_O_2_ solution for 1 week each in three independent biological replicates and were used in the following experiments.

### Amino Acid Sequence Alignment

The BLAST software^1^ was used to align OsTPX with known TPX sequences using the National Center for Biotechnology Information (NCBI) database. The gene sequences were as follows: OsTPX, accession no. AK068919.1; SeTPX, accession no. AF492495.1; ScTPX, accession no. NC_001145.3; AnTPX, accession no. BA000019.2; MaTPX, accession no. AP009552.1; TeTPX, accession no. BA000039.2; AmTPX, accession no. CP000828.1; and AtTPX, accession no. AF324996.2, which has been shown to be a soluble monomeric enzyme that contains one molecule of 2-Cys per enzyme molecule, enabling the assessment of different amino acid positions present in protein active sites.

### Conjugation and Construction of Recombinant Plasmid *OsTPX*

The chloroplastic *2-Cys peroxiredoxin BAS1* (accession no. AK068919.1; *OsTPX*) coding region was amplified from cDNA using PCR with ExTaq polymerase (Takara Bio Inc., Shiga, Japan). The PCR reaction conditions were as follows; initial denaturation at 94°C for 3 min, followed by 30 cycles of 94°C for 30 s, 54°C for 30 s, 72°C for 1 min, and a final extension for 7 min at 72°C. The *OsTPX* gene was PCR cloned using sense and antisense primers, respectively (Supplementary Table S2). The PCR product was purified using a gel extraction kit (Nucleogen, Siheung, South Korea) and then inserted into the rice constitutive vector *pGA2897* and cyanobacterial expression vector *pCV0069* (Supplementary Table S1) (Kim et al., 2017). Competent *Escherichia coli* DH5α cells that had been transformed with the binary vectors were selected using hygromycin and nourseothricin (*Nat*, 50 μg mL^-1^). Expression clones were confirmed by sequencing before using them to transform *O. sativa* and *S. elongatus*. The binary vector of rice was introduced into *Agrobacterium* strain LBA4404 by electroporation and subsequent plant transformation in *O. sativa* (Hiei et al., 1994). The cloned cyanobacterial plasmid was sequenced using the NS2 primers (Supplementary Table S2), which were complementary to the neutral site II (NS2) region, to confirm proper gene ligation and direction. Finally, the resulting plasmid was assembled using the GeneArt Seamless Cloning and Assembly kit (Life Technologies, United States). The plasmids from cloned DNA were conjugated to *S. elongatus* using published protocols (Golden et al., 1987).

### Semi RT-PCR

The cDNA was reverse transcribed from total RNA using the SuperScript III kit (Life Technologies, United States). Semi-RT-PCR was performed as follows; one cycle at 95°C for 3 min, followed by 26–28 cycles at 94°C for 30 s, 54°C for 30 s, 72°C for 40 s, and then a final extension at 72°C for 5 min. The semi-RT-PCR amplicons were resolved using a 0.7% agarose gel in 0.5× Tris/borate/EDTA buffer. The primer sets are described in Supplementary Table S2. The *tubulin* and *rpoA* gene primer sets were used for the housekeeping control and were amplified.

### Western Blot Analysis

For the western blot analysis of the crude extracts, total cyanobacterial protein (OD_730_ = 0.30) was obtained using a suspension of a cold extraction buffer containing; 150 mM NaCl, 50 mM Tris-HCl, pH 7.3, 1 mM EDTA, 2% β-mercaptoethanol, 1 mM dithiothreitol, 1 mM phenylmethylsulfonyl fluoride, which were mixed with an equal volume of phenol saturated with Tris-HCl at pH 7.3. The rice protein was extracted from tissues using published protocols (Kim et al., 2013). Briefly, crude protein extracts were prepared using glass beads. Cells grown for 7 days were exposed to 2.5 mM H_2_O_2_ for 2 h to induce cellular oxidative stress, followed by vigorous vortexing of 10 times for 1 min on ice. The protein extracts were then cleared by centrifugation at 12,000 rpm for 20 min at 4°C. Finally, the protein concentrations were determined using a Pierce bicinchoninic acid protein assay kit (Thermo Scientific, Waltham, MA, United States) (Komatsu et al., 2009; Peng et al., 2011). Protein extracts (20 μg) were separated using 10% SDS-PAGE at 100 V and transferred onto polyvinylidene fluoride membranes (Bio-Rad, Hercules, CA, United States). These were then incubated in a blocking buffer consisting of 5% non-fat skim milk, and 0.02% sodium azide in Tris-buffered saline plus Tween (TBST, 10% Tween-20, 20 mM Tris-HCl, pH 7.6; and 150 mM NaCl), for 1.5 h at 24°C. The blots were then incubated overnight at 4°C with anti-TPX (Ab Frontier, Seoul, South Korea) antibodies appropriately diluted with a blocking buffer. The blots were then washed three times for 30 min with TBST, after which they were incubated with conjugated anti-rabbit secondary antibodies (Santa Cruz Biotechnology, Santa Cruz, CA, United States) diluted with a blocking buffer (without 0.02% sodium azide) for 4 h at 25–30°C. After washing with TBST, proteins binding to antibodies on the blots were visualized using the SuperSignal West Femto substrate kit (Pierce, Rockford, IL, United States) and imaged using a MultiImage II Light Cabinet (DE-500) (Alpha Innotech Corporation, San Leandro, CA, United States).

### Cyanobacterial Growth and Stress Treatment Condition

After culturing for 2 days at 30°C with shaking; aliquots of each sample were collected and the absorbance was measured at 730 nm. When the OD_730_ value was 0.3, the aliquots were diluted, and new measurements were taken. Cyanobacteria cells were cultured in BG11 medium containing 2.5 mM H_2_O_2_ for 7 days. To evaluate the response to oxidative stress, cells were allowed to reach the growth phase (OD_730_ = 0.30–0.35), exposed to 2.5 mM H_2_O_2_ for 2 days at 30°C with shaking. For plate cell-spotting assay, the OT, NS, and WT strains (OD_730_ = 0.35) were exposed to 2.5 mM H_2_O_2_ for 2 days and were serially diluted (10-fold) with distilled water. The diluted samples were then spotted on agar-solidified BG11 medium, followed by the cell suspensions being incubated for 2 days at 30°C before they were photographed or counted.

### Measurement of Ion Leakage

Ion leakage was analyzed using leaf disks, as described by Lee et al. (2007), with slight modifications. Ten rice leaf disks from five different plants were immediately floated on a solution containing 10 μM methyl viologen (MV) in deionized H_2_O. The leaf disks were incubated in dark for 12 h at 25°C to allow the MV to diffuse into the leaves. After pre-incubation, the leaf disks were placed under continuous white light until use. The extent of cellular membrane damage was quantified by ion leakage from 0 to 72 h using a conductivity meter (Isteck). At the end of the specified period, the samples were autoclaved for 15 min at 121°C. Next, the solution conductivity was measured again, and this value was considered 100% ion leakage in subsequent calculations of the relative ion leakage at different time periods. The visible damage caused by MV application was repeated three times.

### Measurement of MDA and ROS Level

The level of lipid peroxidation was determined in cells exposed to H_2_O_2_ for 2 days. The level of oxidative damage to lipids was determined by measuring the content of malondialdehyde (MDA) prepared in 10% trichloroacetic acid containing 0.65% 2-thiobarbituric acid (TBA) and heated at 95°C for 25 min. Finally, the MDA concentration of the resulting supernatant was measured at 532 nm, 600 nm, and estimated using an absorbance coefficient of 1.56 × 105, as described by Hodges et al. (1999). The level of lipid peroxidation was determined in rice plants by measuring MDA through a TBA assay (Kim et al., 2014). The intracellular H_2_O_2_ levels of cells exposed to H_2_O_2_ for 2 days were determined using the FOX reagent (100 μM xylenol orange, 250 μM ammonium ferrous sulfate, 100 mM sorbitol, and 25 mM sulfuric acid) by ferrous ion oxidation in the presence of a ferric ion indicator, xylenol orange (Kim et al., 2011). To measure the cellular ROS levels *in vivo*, strains harvested from the 100 mL culture (OD_730_ = 0.30–0.35) were exposed to 2.5 mM H_2_O_2_ for 2 days and incubated for 20 min at 30°C with 10 μM DCFHDA (Invitrogen) in the dark. Next, the cells were collected and analyzed using a fluorospectro-photometer (Cal Zeiss, LSM700) at an excitation of 488 nm and an emission wave length of 535 nm. Images were also captured by LSCM at 488 nm for excitation (Huang et al., 2012). The H_2_O_2_ levels in the rice plants were measured using the method described by Kim et al. (2014), with minor modifications.

### Measurement of Chlorophyll Content and Biomass Yield

For the chlorophyll content assays, strains were harvested from 100 mL cultures (OD_730_ = 0.30–0.35) after 2 days of 2.5 mM H_2_O_2_ treatment. The cultivated whole cells were harvested from 5 mL culture (OD_730_ = 0.3–0.35), with whole pellets being re-suspended in 90% methanol, and measured using the method of Halimatul et al. (2014) with some modifications. The absorption spectra of the cells were determined by harvesting 300 μL of the extracted chlorophyll in the presence and absence 2.5 mM H_2_O_2_. Next, the chlorophyll assays were performed by scanning from 260 to 800 nm using a spectrophotometer (Infinite M200 Pro microplate reader, Tecan). All assays had three biological replicates. For chlorophyll estimation within rice plants, the leaves were sampled from plants grown for 4 weeks in 50 mM H_2_O_2_ solution. Total chlorophyll contents were calculated using extraction coefficients and equations reported previously (Park et al., 2017), and expressed as values (%) relative to that of the WT rice plants (mg g^-1^ FW). The biomass yield was determined gravimetrically according to the method of Rai et al. (2014). A known volume of algal culture was centrifuged at 5,000 rpm for 10 min and the harvested biomass was vacuum-dried at 60°C until a constant weight was reached.

### Chlorophyll Fluorescence Image and Quantum Yield Analysis

Images were acquired using a FluorCAM 800MF, open version (PSI, Brno, Czech Republic) with a computer-operated control unit (SN-FC800-082, PSI) and a CCD camera (CCD381, PSI) with an F1.2 (2.8–6 mm) objective (Eneo, Japan). The data were analyzed according to Leal et al. (2015). An Aquapen-C AP-C 100 fluorometer (Photon Systems Instrument, Czechia) was used to measure chlorophyll fluorescence. The OJIP transient measurement induces fluorescence with blue plus red light, and detects fluorescence between 260 and 800 nm using bandpass filters (Kristoffersen et al., 2016).

### RNA-Seq Analysis

Three independent samples exposed to 2.5 mM H_2_O_2_ for 2 days were frozen with liquid nitrogen and ground using a mortar and pestle. Total RNA was isolated using TRIzol reagent (Invitrogen). Three biological replicates of each sample were used for RNA-Seq. RNA quality was assessed by an Agilent 2100 bioanalyzer using a RNA 6000 Nano Chip (Agilent Technologies, Amstelveen, Netherlands), and RNA quantification was made using ND-2000 Spectrophotometer (Thermo Inc., DE, United States).

For control and test RNAs, rRNA was removed from each 5 μg samples of total RNA using Ribo-Zero Magnetic kit (Epicenter, Inc., United States). Library construction was conducted using a SMARTer Stranded RNA-Seq Kit (Clontech lab Inc., CA, United States) according to the manufacturer’s instructions. First, a strand cDNA library is synthesized using a modified N6 primer. When the SMARTScribe Reverse Transcriptase reaches the 5′ end of the RNA fragment, the enzyme’s terminal transferase activity adds some additional nucleotides to the 3′ end of the cDNA. The carefully designed SMARTer Stranded Oligo base pairs with non-templated nucleotides, creating an extended template to enable the SMARTScribe RT to continue replication to the end of the oligonucleotide. The resulting full-length, single-stranded (ss) cDNA contains the complete 5′ end of the mRNA, as well as sequences that are complementary to the SMARTer Stranded Oligo. cDNA is generated to release the library from the beads, and the library is then amplified. Barcodes were introduced when the library was amplified. High throughput sequencing was performed as paired-end sequencing using HiSeq 2500 (Illumina, Inc., United States).

Bacterial-Seq reads were mapped using Bowtie2 software to obtain the alignment file. Differentially expressed genes were determined based on counts from unique and multiple alignments using EdgeR within R version 3.2.2 (R Development Core Team, e-biogen, South Korea) using BIOCONDUCTOR version 3.0 (Gentleman et al., 2004). The alignment file was used for assembling transcripts. A global normalization method was used for comparisons between samples. The sample was repeated three times and the fold change was calculated as the average value. Gene classification was based on searches performed using DAVID^2^. The GEO accession number is GSE122841.

### Statistical Analysis

All of the OT strain biochemical results were calculated relative to those of the WT and neutral-site vector (NS) strains grown under normal conditions, which were defined as 100%. Comparisons between individual data points were performed using Student’s *t*-test with a *P* < 0.05 being considered significant. All experiments were carried out at least in triplicate, and all results are expressed as the mean ± SD.

## Results

### *OsTPX* Gene Overexpressing Transgenic Rice Plants Improved H_2_O_2_ Stress Tolerance

To facilitate the development of genetic engineering strategies to improve tolerance to abiotic stresses in plants, we previously identified the rice (*O. sativa* L. Ilmi) stress-responsive *OsTPX* gene and showed that it functions in yeast (Kim et al., 2013). To study the potential of *OsTPX* gene enhancing tolerance to other abiotic stresses such as H_2_O_2_, we produced transgenic rice plants expressing the *OsTPX* cDNA under the control of the maize ubiquitin promoter and nos terminator (Figure 1A). Under oxidative stress, the phenotype of *OsTPX* gene overexpression in transgenic rice (TGR) plants was superior to that of the WT (Figure 1B). Overexpression of the *OsTPX* gene was verified by detecting the mRNA and protein levels (Figure 1C). We examined ion leakage in leaves because ROS-induced stress disrupts cell membranes and releases cytoplasmic solutes. TGR plants were significantly less damaged than the control WT rice plants at each time interval following H_2_O_2_ treatment (Figures 1D,E). We also examined chlorophyll content, which was related to the photosynthetic ability of the leaf disks following oxidative stress treatment. As shown in Figure 1F, all the TGR plants exhibited higher chlorophyll content both with and without exposure to oxidative stress compared to that of the control WT plants. Moreover, both TGR and WT plants showed significantly increased ROS production under stress conditions, but the level of ROS was approximately 40% lower in TGR plants compared to the control WT plants (Figure 1G). To estimate the lipid peroxidation levels, the MDA content of TGR and WT plants were analyzed under H_2_O_2_ stress conditions. The increase in MDA content was more pronounced in control WT rice plants than it was in TGR rice plants (Figure 1H), suggesting that overexpressing *OsTPX* gene in TGR plants could protect the plant cell membrane from oxidative damage by enhancing ROS scavenging activity. These results showed that the *OsTPX* gene expression improved oxidative stress tolerance of the TGR plants.

**FIGURE 1:**
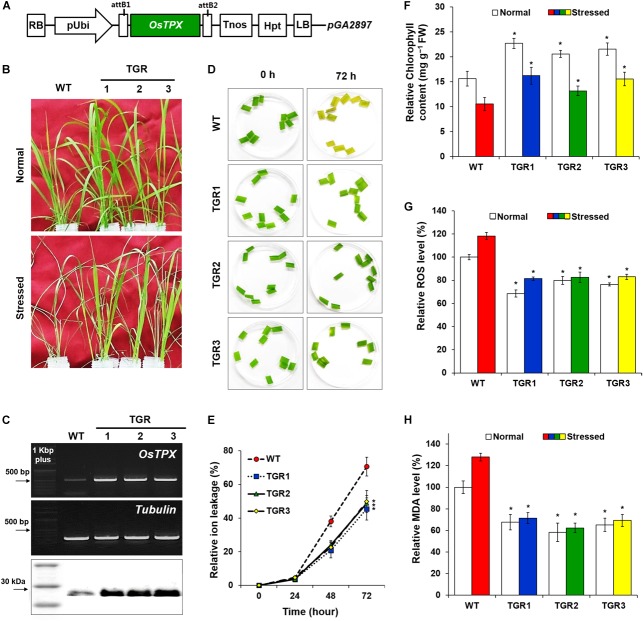
Tolerance of *OsTPX-*expressing transgenic rice under H_2_O_2_ stress. Rice seedlings were grown under greenhouse conditions (25–30°C) and experimental samples were obtained from 4-week old seedlings. **(A)** Schematic diagram of the *OsTPX* expression chimeric gene construct, *pUbi*::*OsTPX*. *OsTPX* gene is under the control of the maize ubiquitin promoter (*pUbi*), nos terminator (*Tnos*) and linked to the antibiotic resistance gene, hygromycin (*hgh*). LB, left border; RB, right border; attB1 and attB2, the Gateway recombination sites in *pGA2897* binary vector. **(B)** Stress phenotype of *OsTPX*-overexpressing transgenic rice (TGR) and wild-type (WT) plants in medium containing 50 mM H_2_O_2_ after 3 days. **(C)** Gene expression was determined using semi-qRT-PCR with *OsTPX* (245 bp) *tubulin* (220 bp) as the positive control and western blot with anti-TPX. One kb plus marker and protein color marker were used to determine band size. **(D,E)** Relative ion leakage was measured from leaf disks of rice plants floating in 10 μM MV solution. Leaf disks were incubated at 25°C for 72 h. The ion leakage percentages were calculated based on 100% of the values obtained after autoclaving. **(F)** Chlorophyll content, **(G)** ROS levels, and **(H)** MDA levels were determined as a measure of ROS scavenging ability. Error bars indicate ± SD of three independent experiments. Asterisks indicate significant differences between treatments as estimated by Student’s *t*-test (*P* < 0.05).

### Amino Acid Sequence Alignment

Multiple sequence alignment was performed to examine the amino acid sequence motifs of OsTPX, using known TPX sequences as described in the Materials and Methods. Pairwise alignment of OsTPX and other TPXs were conducted using BLAST software. OsTPX showed 73, 50, 74, 73, 76, 73, and 92% similarity to *S. elongatus* TPX (SeTPX), *Saccharomyces cerevisiae* TPX (ScTPX), *Anabaena* sp. TPX (AnTPX), *Microcystis aeruginosa* TPX (MaTPX), *Thermosynechococcus elongatus* TPX (TeTPX), *Acaryochloris marina* TPX (AmTPX), and *A. thaliana* TPX (AtTPX), respectively (Figure 2A). All of these sequences contain two conserved catalytic peroxidase cysteines, Cys114 and Cys236 (Figure 2A, green backgrounds), which likely form a disulfide bond with 2-Cys Prxs. *SeTPX* also possesses a highly conserved active-site region containing Thr111, Trp149, and Trp240 residues (FTFVCPT, AW, W; blue backgrounds) that are likely involved in peroxide reduction. Sequence alignment also shows the presence of *TPX* conserved motifs GGLG (Gly-Gly-Leu-Gly, red background) and YF (Tyr-Phe, red background), which are found in cyanobacteria but are absent in most prokaryotes (Pascual et al., 2010). Cyanobacterial *TPXs* contain the GGLG and YF conserved domains, which protect the active site from reacting with peroxides (Sayed and Williams, 2004; Pascual et al., 2010). These results show that the OsTPX protein contains the cysteines required for disulfide bond formation and the conserved active-site regions found in amino acid sequences of other TPXs. We constructed a phylogenetic tree containing the *SeTPX* (accession no. AF492495.1), which is 73% homologous to *OsTPX* (accession no. AK068919.1) (Figure 2B). The phylogenetic tree shows the evolutionary relationship between rice and cyanobacterial *TPX* genes. Thus, we selected the rice plant *OsTPX* gene to verify the function of the *TPX* gene for increasing cell defense regulatory networks through the cellular redox homeostasis in *S. elongatus* PCC 7942.

**FIGURE 2:**
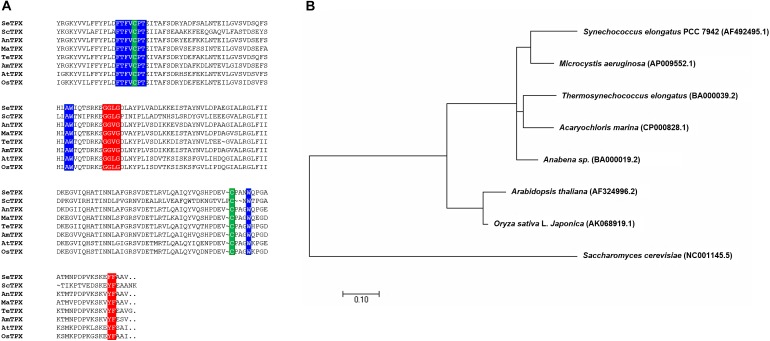
Alignment of TPXs. **(A)** Alignment showing highly conserved active site regions and highly conserved redox-active disulfide bridge cysteine. Backgrounds indicate: *TPX* active site regions with GGLG and YF (red backgrounds), FTFVCPT, AW, and W (blue backgrounds); cysteine residues involved in disulfide bridges (C and C; green backgrounds) **(B)** phylogenetic tree of *OsTPX* and other *TPX*s.

### Developing Genetically Transformed *OsTPX*-Expressing *S. elongatus* (OT) Strain

An OT strain was constructed to evaluate H_2_O_2_-induced oxidative stress tolerance. The heterologous *OsTPX* gene was cloned into the neutral site II cyanobacterial expression vector *pCV0069* under the control of the IPTG-inducible promoter (*Ptrc*) (Figure 3A). Resistance to oxidative stresses was evaluated in cyanobacterial *S. elongatus* strains transformed with the *pCV0069*::*OsTPX* plasmid containing the heterologous *OsTPX* gene and the *pCV0069* vector alone. The genotypes were confirmed by PCR using primers flanking the *OsTPX* gene (Supplementary Table S2), which resulted in the expected fragment size of 834 bp (Figure 3B and Supplementary Table S1). To explore whether the *OsTPX* gene was effectively expressed, a semi quantitative RT-PCR analysis was performed using primers targeted inside the *OsTPX* gene (Supplementary Table S2), which resulted in the expected fragment size of 278 bp in the OT strain. However, no signal was detected in strains transformed with the empty NS and the WT strain (Figure 3C and Supplementary Table S1). We also performed western blot analysis to determine if the *OsTPX* gene was properly translated. The OT strain grown under H_2_O_2_ stress for 2 days showed the presence of a single band in the western blotting analysis using the plant anti-TPX antibody. The predicted molecular weight of the identified OsTPX protein was 28.079 kDa. No signal was detected in the NS and WT strains under the same conditions (Figure 3C). As a result, we transformed *S. elongates* with a transgene constructed from the heterologous *OsTPX* cDNA, regulated by a strong constitutive *Ptrc* promoter. These results indicate that the heterologous *OsTPX* gene and protein was expressed in the OT strain under control of the *Ptrc* promoter.

**FIGURE 3:**
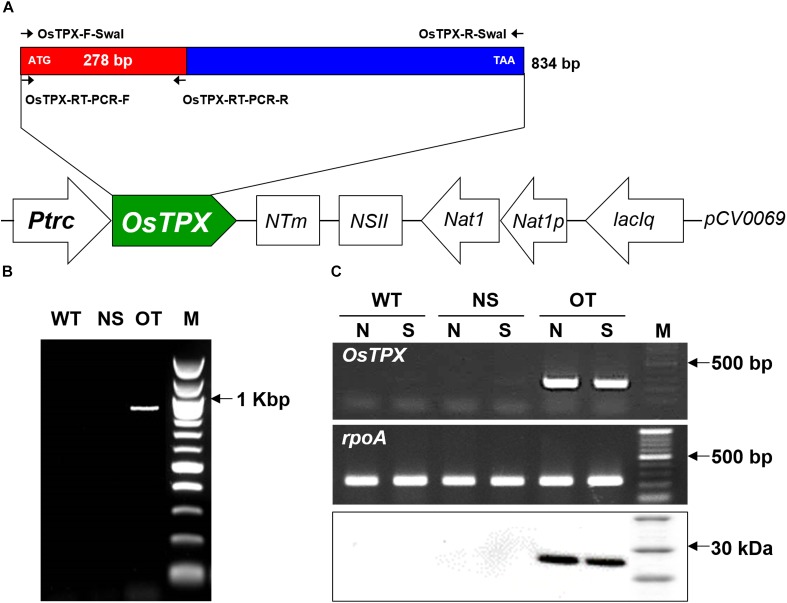
Construct of the OT strain and confirm gene expression. **(A)** Schematic diagram showing the expression of *OsTPX* in *S. elongatus*. *Ptrc*, IPTG-inducible promoter; *OsTPX*, *TPX* gene of *O. sativa*; *Nat*, nourseothricin antibiotic resistance; *lacIq*, lactose repressor. Arrows indicate direction of each gene. **(B)** PCR of *OsTPX* gene in transgenic *S. elongatus* (OT) to confirm genotype. **(C)** Expression of *OsTPX* gene was confirmed using semi-qRT-PCR (upper two panels) and western blotting (lower panel). The *rpoA* transcript was used as a control in the transcriptional analysis. N, normal condition; S, stressed condition.

### An OT Strain Showed Tolerance to H_2_O_2_ Stress Condition

Stress tolerance was measured using growth kinetics and colony formation on plates. IPTG (0.2 mM) was added to the NS and OT lines to activate the *Ptrc* promoter just before the stress treatment. The OT strain grew better than the NS and WT strains under H_2_O_2_ stress (Figures 4A,B). The NS and WT strains showed pigment losses on day 9, which was 2 days after exposure to H_2_O_2_ stress, and were completely bleached by day 12; whereas the OT strain showed relatively less pigment loss on days 9 and 12, and showed regrowth at 18 days (Figure 4B). As shown in Figures 4A,B, the OT strain containing the heterologous *OsTPX* gene showed significantly increased tolerance to H_2_O_2_ stress. Stress response was also determined using a plate cell-spotting assay. Exponentially growing OT, NS, and WT strains (OD_730_ = 0.30–0.35) were exposed to 2.5 mM H_2_O_2_ for 2 days and then serial dilutions were spotted on agar-solidified BG11 medium (Figure 4C). The OT strain showed higher cell viability than that of the NS and WT strains following exposure to high concentrations of H_2_O_2_. These results show that the heterologous *OsTPX* gene expression in the OT strain enhanced oxidative stress tolerance.

**FIGURE 4:**
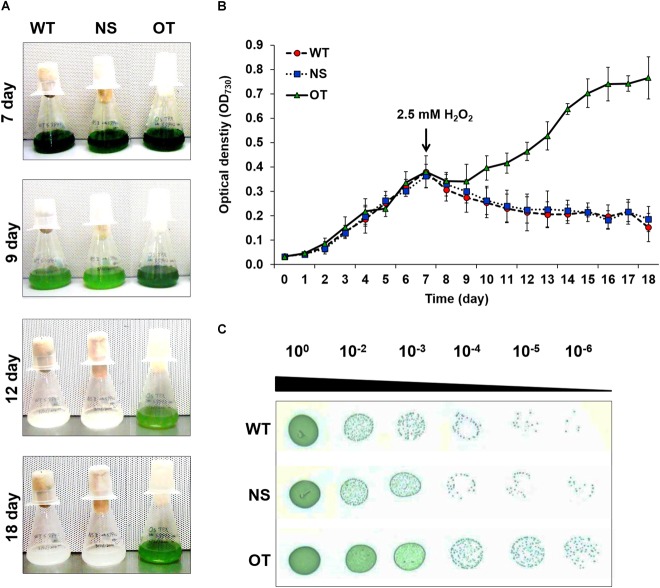
Analysis of WT, NS, and OT strains H_2_O_2_ stress tolerance. **(A)** Phenotypes, **(B)** growth phase of each strains, and **(C)** spotting assay and error bars calculated from the SD of three independent experiments. WT, wild-type; NS, empty neutral-site vector strain; OT, overexpression transgenic strain. Error bars indicate ± SD of three independent experiments. Asterisks indicate significant differences between treatments as estimated by Student’s *t*-test (*P* < 0.05).

### Analysis of ROS Level and Cell Viability Under the H_2_O_2_ Stress

To investigate the effects of oxidative stress produced by H_2_O_2_-generated ROS, ROS levels were analyzed *in vitro* and *in vivo* in the OT, NS, and WT strains. The redox state was determined based on the cellular ROS level assayed with the cytosolic oxidant-sensitive probe 2′,7′-dichlorodihydrofluorescein diacetate (DCFHDA), which measures the oxidative conversion of DCFHDA to the highly fluorescent compound dichlorofluorescein (DCF). NS and OT strains were added to 0.2 mM IPTG for *Ptrc* promoter activation just before exposure to H_2_O_2_. The three strains showed increased DCF fluorescence following exposure to 2.5 mM H_2_O_2_ for 2 days, but the fluorescence intensity of the probe was more pronounced in the control NS and WT strains than in the OT strain (Figure 5A). In a biochemical assay using the ferrous oxidation-xylenol orange (FOX) reagent, cellular ROS levels in the OT strain were approximately twofold lower than those in the NS and WT strains in the presence of H_2_O_2_ (Figure 5B). No differences were observed among the cells under normal conditions (Figure 5B, white columns). Furthermore, lower ROS production in the OT strain resulted in less MDA accumulation by lipid peroxidation compared to levels in the NS and WT strains (Figure 5C). MDA accumulation was 1.2-fold higher in NS and WT strains than in the OT strain. Additionally, the total biomass yield of the OT strain was 2.5-fold higher than that of the NS and WT strains subjected to oxidative stress (Figure 5D). Therefore, our results show that heterologous *OsTPX* gene expression in the OT strain conferred tolerance against oxidative stress high-yield biomass production compared to that observed in the control NS and WT strains.

**FIGURE 5:**
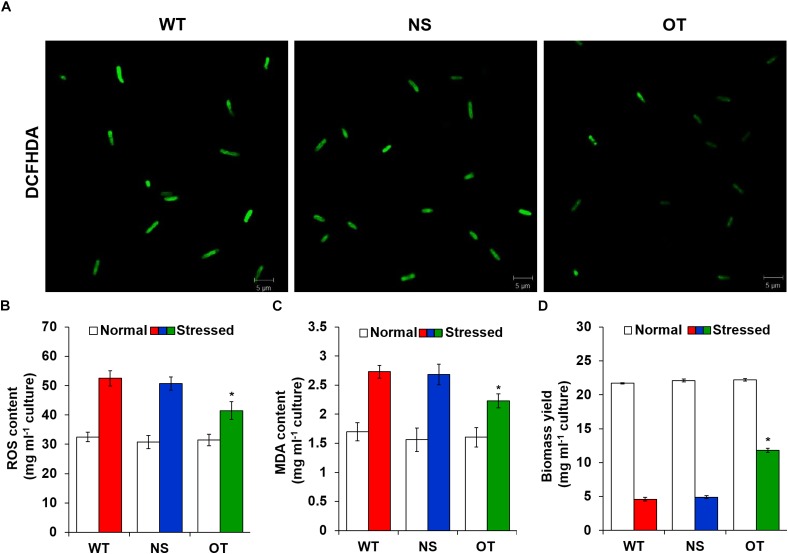
Measure ROS, MDA levels and dry weight under the oxidative stress. **(A)** Detection of DCFHDA fluorescence using confocal microscopy. **(B)** Intracellular ROS levels determined by FOX reagent. **(C)** The level of lipid peroxidation determined by MDA using a TBA assay. **(D)** Biomass yield measured after growth in the presence of high H_2_O_2_ concentrations. Error bars indicate SD of three independent experiments. Error bars indicate ± SD of three independent experiments. Asterisks indicate significant differences between treatments as estimated by Student’s *t*-test (*P* < 0.05).

### OT Strain Showed Improved Photosynthesis Capacity and Chlorophyll Content Under H_2_O_2_ Stress Conditions

All indicators of photosynthetic capacity were enhanced in the OT strain in the presence of H_2_O_2_ compared to those in the control NS and WT strains (Figure 6). NS and OT strains were added to 0.2 mM IPTG for *Ptrc* promoter activation just before H_2_O_2_ stress exposure. The major chlorophyll fluorescence parameters measured (Gorbe and Calatayud, 2012) were; maximal chlorophyll fluorescence intensity (*F*_m_), effective quantum yield of photochemical energy conversion in photosystem II (QY), non-photochemical quenching (NPQ), and chlorophyll fluorescence decrease ratio (*R*_Fd_) (Figure 6A). These fluorescence parameters and ratios were measured in a dark-adapted state to determine the functionality of photosystem II. For all parameters, the OT strain showed higher levels compared to those observed in the NS and WT strains (Figure 6A). Additionally, measurement of chlorophyll content showed smaller loss of chlorophyll in the OT strain than in the NS and WT strains under normal and stress conditions (Figure 6B). Variable to maximum fluorescence (*F*_v_*/F*_m_, photochemical yield), performance index for photosynthesis (Pi_ABS_), and dissipation energy per active reaction center (DI_0_/RC), were three indicators measured under the treated and untreated H_2_O_2_ conditions to provide a quantitative analysis of photosynthetic properties (Figures 6C–E). In particular, the *F*_v_*/F*_m_ ratio was significantly increased in the OT strain (Figure 6C) compared to that in the control strains. Additionally, Pi_ABS_, which is the performance index for energy conservation from photons absorbed by the PSII antenna until the reduction of PSI acceptors, was enhanced in the OT strain (Figure 6D). The DI_0_/RC ratio declined in the OT strain, showing that less absorbed light energy was dissipated as fluorescence (Figure 6E), which indicates a better photosynthetic efficiency compared to the NS and WT strains under normal and H_2_O_2_ stress conditions (Figure 6).

**FIGURE 6:**
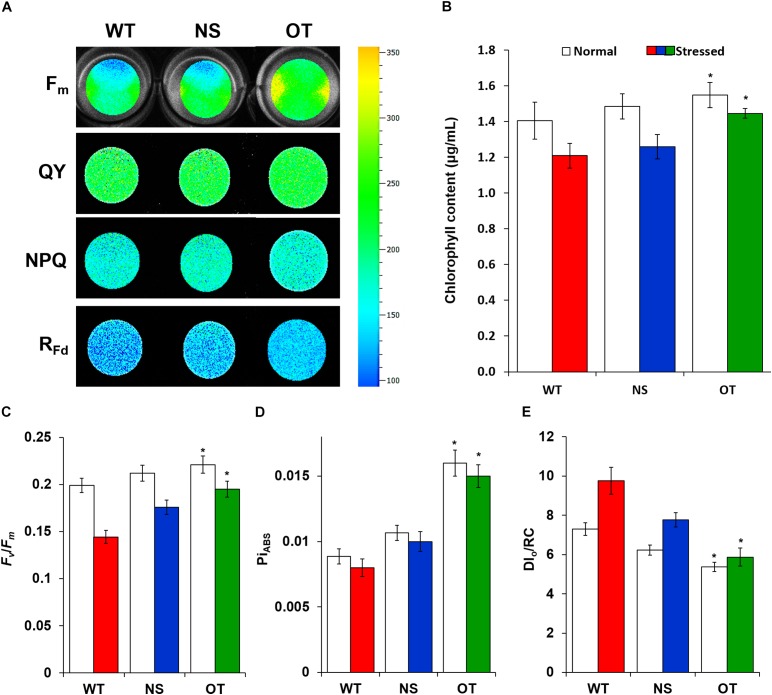
Comparison of chlorophyll fluorescence in cyanobacterial cells grown under normal and H_2_O_2_ stress conditions. **(A)** Fluorescence images of *F*_m_, QY, NPQ, and *R*_Fd_ in WT, NS, and OT strains. The higher efficiency rates are depicted in red and the lower rates in blue. **(B)** Chlorophyll content, **(C)** *F*_v_/*F*_m_, **(D)** Pi_ABS_, and **(E)** DI_0_/RC. *F*_m_, maximum fluorescence; QY, quantum yield of photochemical energy conversion in photosystem II; NPQ, non-photochemical quenching; *R*_Fd_, chlorophyll fluorescence decrease ratio; *F*_v_/*F*_m_, photochemical yield; Pi_ABS_, performance index for photosynthesis; DI_0_/RC, value of the energy dissipated per reaction center. Error bars indicate ± SD of three independent experiments. Asterisks indicate significant differences between treatments as estimated by Student’s *t*-test (*P* < 0.05).

### Effect of *OsTPX* Gene Expression on the Cyanobacterial Antioxidant Defense System

The OT strain exhibited improved intracellular ROS levels, redox homeostasis, photosynthetic ability, membrane stability, and growth during cultivation in the presence of H_2_O_2_. Therefore, we profiled gene expression to identify the mechanisms underlying *OsTPX*-mediated tolerance against H_2_O_2_ stress. 

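RNA-Seq covered the WT strain and the OT strain, which carries the rice OsTPX gene behind an inducible promoter. Cells of each strain of this freshwater cyanobacterium were taken from normal conditions and from a 2-day exposure to 2.5 mM H2O2 at 30°C, which gives 4 groups. The empty-vector strain NS, a control in the paper's other assays of this cyanobacterium, is not among them. OT/WT folds therefore cannot separate OsTPX from the vector that carries it. The paper used 3 biological replicates of each sample, whereas 1 table of counts per group was analysed here, and whether such a table holds 1 replicate, a pool or a sum is not given in the sources used here. Differences between the groups therefore have no replicate check, and no p-value is given. The paper adds 0.2 mM IPTG, which turns on the promoter of OsTPX, to OT just before the exposure, and whether OT under normal conditions received it is not stated in the sources used here. OT folds with H2O2 can therefore hold an effect of IPTG, and OT/WT folds under normal conditions are of cells with an unknown state of the promoter. The paper calls this promoter inducible by IPTG and, elsewhere, constitutive. The legend of its figure on OsTPX expression lists normal and stressed conditions. The level of OsTPX in the sequenced cells is not known here. The authors depleted ribosomal RNA, sequenced stranded paired-end libraries and mapped the reads with Bowtie2, and reads with a unique alignment and with multiple alignments both entered the counts. The tables hold whole-number counts that were not normalized, for the same 2749 gene identifiers in each group. The counts summed to 17518424 in WT under normal conditions, 16331906 in WT under H2O2, 16089764 in OT under normal conditions and 15183526 in OT under H2O2. Every identifier had counts in all 4 libraries and the lowest count was 71, so low depth removed no gene. Fold changes were computed from counts scaled to the library total (CPM), with 0.5 count added in proportion to the total, over genes with a mean of at least 10 counts. Each fold is followed in brackets by its 95% interval from the binomial distribution of the counts (exact Clopper-Pearson), which covers counting error only and not the spread between cultures. A few genes took large shares of the counts. The 20 genes with the highest mean share took 27.5% of the counts in WT and 34.8% in OT under normal conditions, and 35.2% in WT and 21.9% in OT under H2O2. SYNPCC7942_RS13720, an identifier without a name in the tables used here, took 5.85% of the counts in OT under H2O2 and 12.5% to 16.8% in the other 3 libraries. Folds are therefore also given relative to the median gene, that is, divided by the fold of the median gene in the same comparison.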

OT strains were added to 0.2 mM IPTG for *Ptrc* promoter activation just before H_2_O_2_ stress exposure. 

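Under H2O2, the genes with the highest OT/WT folds among those with an above-median level were the identifiers listed in Table S5 as cytidine deaminase (SYNPCC7942_RS10855), a pyrimidine salvage enzyme, and as a DUF4062 domain-containing protein (SYNPCC7942_RS13475). Relative to the median gene they were 3.38-fold [3.22–3.54] and 2.98-fold [2.90–3.07] higher in OT than in WT. Of the 10 highest, 4 are listed as hypothetical proteins. Among those with a name, the identifiers listed as ANL59 (SYNPCC7942_RS13480), sugar kinase (SYNPCC7942_RS12510), Rubisco chaperonin (SYNPCC7942_RS07840) and the plasmid protein SrpB (SYNPCC7942_RS13410) followed with 2.51-, 2.48-, 2.46- and 2.43-fold. At the other end, SYNPCC7942_RS01285 had 14531 counts in WT and 1750 in OT under H2O2, which is 0.092-fold [0.088–0.097] relative to the median gene. The abundant SYNPCC7942_RS13720 was at 0.322-fold [0.321–0.323], with 2115814 counts in WT and 888993 in OT. Over all 2749 genes, the median gene had an OT/WT fold of 1.40 under H2O2 (log2 0.49) and of 0.835 under normal conditions (log2 −0.26) in CPM. With library totals, 1028 genes were higher in OT by 1.5-fold or more under H2O2 and 192 were lower, so 84.3% of these genes were on the higher side. With edgeR's TMM factors, which set the level from the bulk of the genes, 239 were higher and 365 lower (39.6% higher), and relative to the median gene 212 were higher and 387 lower. Names are those that Table S5 prints beside an identifier. For 199 of its genes the printed protein occurs once in the annotation of assembly ASM3054490v1, and in 0 of these do the coordinates in Table S5 span the length of that protein's gene.

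**Figure D1:**
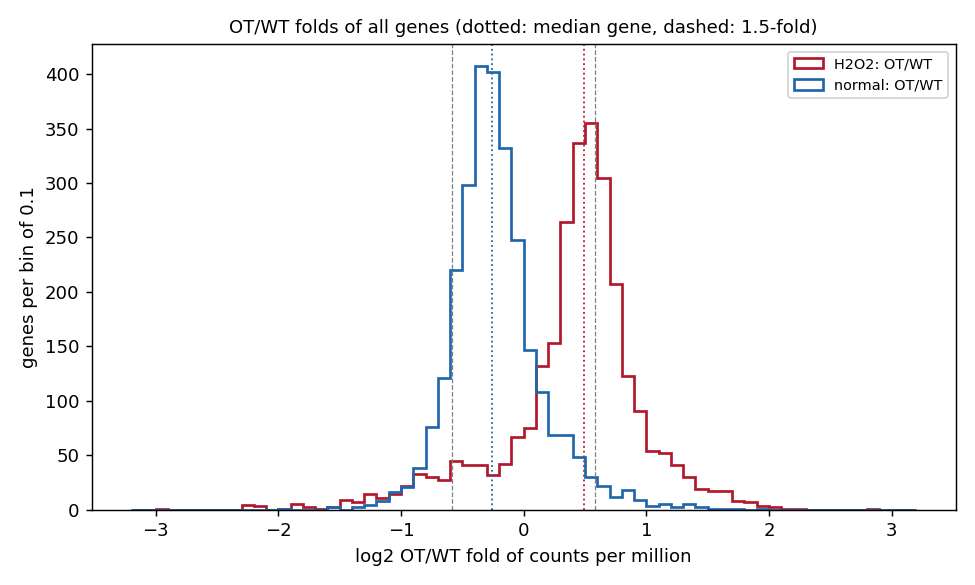
Histogram of the log2 OT/WT fold of CPM over 2749 genes, in bins of 0.1, under H2O2 (red) and under normal conditions (blue), with 1 library per condition. Dotted lines mark the median gene, at 0.49 under H2O2 and −0.26 under normal conditions, and dashed lines mark 1.5-fold either way.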

RNA-sequencing (RNA-Seq) data identified 18 genes that were upregulated in the OT strain after treatment with 2.5 mM H_2_O_2_ for 2 days (Figure 7). All gene fold results were calculated as OT/WT fold. The results showed that expression of *OsTPX* gene increased redox balance (ferredoxin, 5.193; ferredoxin-thioredoxin reductase, 2.605; catalase peroxidase, 2.457; flavodoxin2, 2.051; glutathione peroxidase, 1.825; flavodoxin, 1.745), photosynthesis (chlorophyll synthase ChlG, 2.359; magnesium protoporphyrin IX methyltransferase, 1.866; high light inducible protein, 1.741; magnesium-protoporphyrin IX monomethyl ester cyclase, 1.508), ion homeostasis (potassium channel protein, 2.338; ABC transporter ATP-binding protein, 2.209; Fe^3+^ ABC transporter substrate-binding protein; hemolysin-type calcium-binding repeat, 2.115; K^+^ transporter, 2.102), and molecular chaperone (molecular chaperone DnaJ, 2.083; molecular chaperone DnaJ, 1.811; molecular chaperone HtpG, 1.686) in the OT strain compared to the WT strain. These results suggest that heterologous *OsTPX* gene expression in *S. elongatus* PCC 7942 improved cell defense regulatory networks from oxidative damage, and maintained the balance of cellular redox and photosynthesis.

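All 18 genes were higher in OT than in WT under H2O2, by 2.05- to 7.09-fold in CPM and by 1.46- to 5.05-fold relative to the median gene. The folds of Table S5 lie close to those with TMM factors. The CPM folds therefore exceed the paper's by about the same factor for each gene, set by the scaling. The 5 genes of ion homeostasis lay close together, between 2.04- and 2.26-fold relative to the median gene. Among them, the identifier named potassium channel protein (SYNPCC7942_RS08465) had 2060 counts in WT and 6082 in OT, 2.26-fold [2.15–2.38]. The Fe3+ ABC transporter substrate-binding protein (SYNPCC7942_RS07205), which binds ferric iron for import, was 2.09-fold [1.97–2.22] higher, and the ABC transporter ATP-binding protein (SYNPCC7942_RS05795) 2.14-fold [2.05–2.23]. The identifier named hemolysin-type calcium-binding repeat (SYNPCC7942_RS05775) was 2.05-fold [1.94–2.16] higher and the one named K+ transporter (SYNPCC7942_RS05545) 2.04-fold [1.97–2.10]. Of the molecular chaperones, the DnaJ identifiers SYNPCC7942_RS11715 and SYNPCC7942_RS12135 were 2.02-fold [1.91–2.13] and 1.75-fold [1.69–1.82] higher, and HtpG (SYNPCC7942_RS09200), the bacterial Hsp90, 1.63-fold [1.59–1.68]. The medians of the 6 redox balance genes and of the 4 photosynthesis genes were 2.18-fold and 1.75-fold. Relative to the median gene, 17 of the 18 reached 1.5-fold, the exception being the magnesium-protoporphyrin IX monomethyl ester cyclase. The 18 genes were picked from these libraries, so their direction is not independent evidence. Of these, 17 were matched by fold, name or both to 1 identifier of Table S5. The fold of the potassium channel protein fits 2 identifiers, one printed as hypothetical protein and one as class II fumarate hydratase, and the former was taken because the latter names another product, so this match is less certain. Table S5 prints the product name for 13 of them and "hypothetical protein" for the other 5 (ferredoxin-thioredoxin reductase, flavodoxin2, potassium channel, hemolysin-type repeat and K+ transporter), and of the 13 whose printed protein is in assembly ASM3054490v1, 0 have coordinates of that gene's length and 9 have coordinates of the length of the gene beside it, so the product behind each fold is uncertain.

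**Figure D2:**
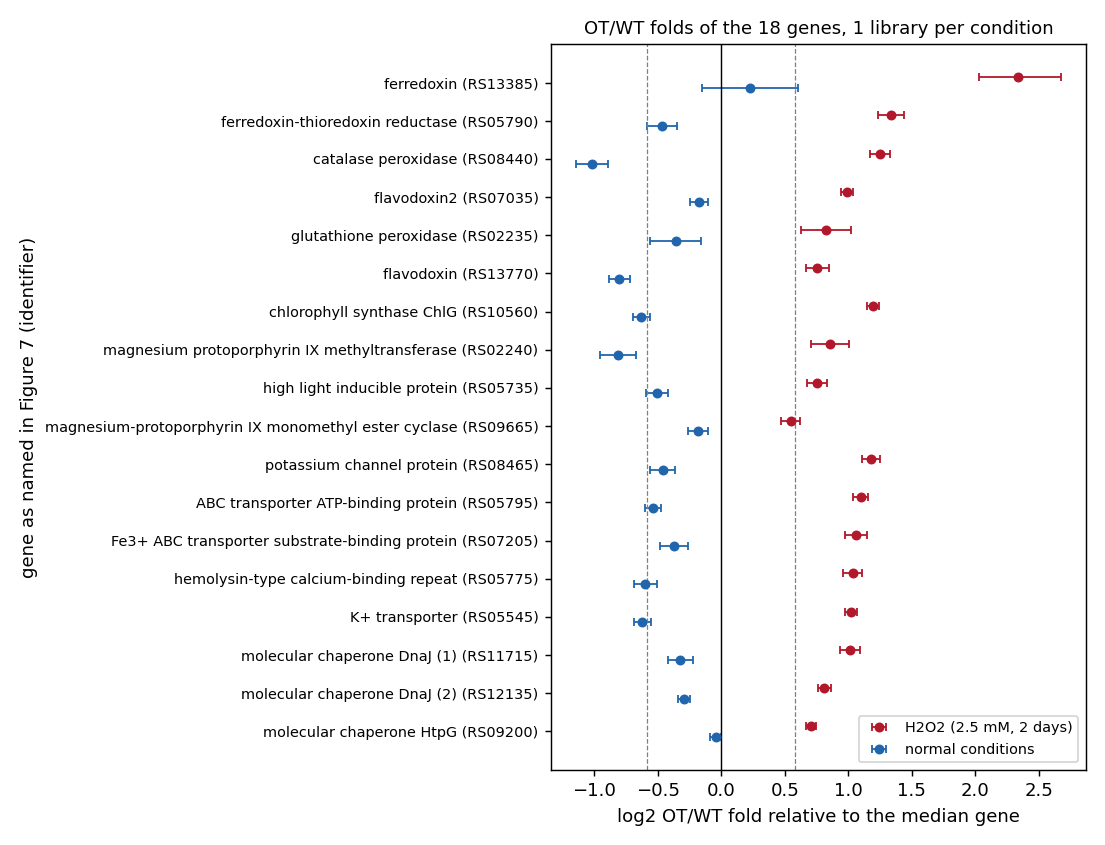
Log2 OT/WT fold relative to the median gene (horizontal axis) of the 18 genes of Figure 7 under H2O2 (red) and under normal conditions (blue), from 1 library per condition. Bars are 95% counting intervals and dashed lines mark 1.5-fold; under H2O2 all 18 lie above 0, and under normal conditions 17 lie below 0 and ferredoxin above it, while with library totals all 18 lie below 0 under normal conditions.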

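In OT, all 18 genes were above the median gene after H2O2, by 1.43- to 5.92-fold relative to OT under normal conditions (median 2.76), and 17 of them reached 1.5-fold. So did 210 of the 237 genes of Table S5. The 18 genes were chosen for a high fold of OT under H2O2 against WT under H2O2. High values within OT and lower ones within WT are thus partly built in by that choice. The OT cells under H2O2 also received 0.2 mM IPTG just before the exposure, and whether those under normal conditions did is not stated in the sources used here, so changes within OT can combine H2O2 with the induction of OsTPX by IPTG. In WT, for which no IPTG is given, the 18 genes stood around the median gene after H2O2, with a median of 0.931 and a range of 0.463 to 1.38. Of these, 11 lay below and 7 above the median gene in WT, whereas with library totals 17 lay below 1. The identifier named potassium channel protein (SYNPCC7942_RS08465) was at 3.67-fold [3.45–3.90] in OT and 1.13-fold [1.06–1.20] in WT, or 0.944 in CPM in WT. The ABC transporter ATP-binding protein (SYNPCC7942_RS05795) was at 2.01-fold [1.93–2.10] in OT and 0.622-fold [0.595–0.649] in WT. The chaperone HtpG (SYNPCC7942_RS09200) was at 1.64-fold [1.60–1.68] in OT and 0.931-fold [0.905–0.958] in WT, and the DnaJ identifier SYNPCC7942_RS12135 at 1.54-fold in OT and 0.685-fold in WT. Names are as printed in Figure 7, with the limit on their coordinates in Table S5, and the difference between the strains was not tested because each value rests on 1 library. From the higher OT/WT folds of the 18 genes under H2O2, the paper proposes that OsTPX improved the networks that defend the cell from oxidative damage and kept redox and photosynthesis in balance.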

**FIGURE 7:**
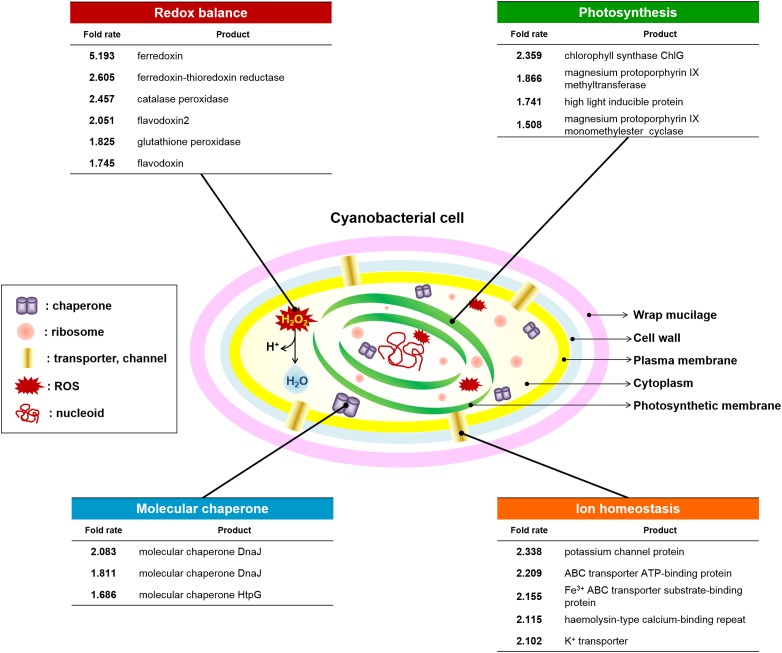
Changes in cyanobacterial defense system against ROS-induced oxidative stress. Redox balance (six genes), photosynthesis (four genes), Molecular chaperone (three genes), and ion homeostasis (five genes) were upregulated in OT strain under the H_2_O_2_ stress compared to the WT. Statistically significant changes indicate a fold-change, provided by e-biogen RNA-Seq Service Company (http://www.e-biogen.com). Detailed data about RNA-Seq analysis are presented in Supplementary Tables S5.

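Most of the 237 genes of Table S5 lay above the median gene under H2O2 and below it under normal conditions. Relative to the median gene, their median log2 OT/WT fold was 0.77 under H2O2 and −0.31 under normal conditions (1.26 and −0.57 in CPM), where 200 of them lay below the median gene, 40 were lower by 1.5-fold or more and 5 were higher by that much. With H2O2, their median log2 change relative to the median gene was 1.03 in OT and −0.13 in WT (1.45 and −0.39 in CPM). Of 24 gene lists written before the counts were examined, but with the values of Table S5 already seen, 15 have a member in Table S5 and 5 have at least 3. All 10 genes listed with proteins or names of a plasmid of this strain were higher in OT under H2O2 by 1.5-fold or more relative to the median gene (median log2 1.10), among them ANL31 (SYNPCC7942_RS13335) at 2.25-fold [2.16–2.35] and a DUF305 domain-containing protein (SYNPCC7942_RS13550) at 2.51-fold [2.38–2.64]. All 6 genes of two-component and diguanylate signalling were higher too (median log2 0.81), led by a DNA-binding response regulator (SYNPCC7942_RS09495) at 2.32-fold [2.16–2.50]. By printed name, chaperones were higher in 4 of 4 (median log2 0.91), other ion transport in 5 of 6 (median log2 0.74) and chlorophyll and haem biosynthesis in 3 of 4 (median log2 0.74). Examples are a sodium-dependent bicarbonate permease (SYNPCC7942_RS07535) at 1.88-fold, a cation:proton antiporter (SYNPCC7942_RS07530) at 1.83-fold and heme oxygenase (SYNPCC7942_RS09420), which opens the haem ring, at 1.54-fold. Lists with 1 or 2 members were higher by 1.5-fold in every member for antioxidant enzymes, soluble electron carriers, high-light inducible proteins, carbon fixation, iron transport, sigma factors, the circadian clock, DNA repair and toxin-antitoxin genes, while both nitrogen uptake genes stayed under 1.5-fold, with median log2 0.56. Lists of photosystem I, photosystem II, phycobilisome, cytochrome b6f and NDH-1, ATP synthase, ATP-dependent protease, pilus and ribosomal protein genes and of ribosomal and transfer RNA had 0 members. Table S5 holds genes chosen for a high OT/WT fold in these libraries, so the directions are not independent evidence. Of all its 237 genes, 210 were higher in OT under H2O2 by 1.5-fold or more relative to the median gene. The lists are also lists of printed names. Of their 45 genes, 36 have a printed protein that occurs once in assembly ASM3054490v1, and 0 of these have coordinates of that protein's gene length while 30 have the length of a gene beside it, among them 5 of the 6 of ion transport, 4 of the 6 of signalling, 3 of the 4 of chlorophyll and haem, 6 of the 10 of the plasmid and 1 of the 4 chaperones. Lists by coordinates were not made, because the assembly's gene list used here gives no product names. Among 10000 random lists of Table S5 genes matched on mean expression, the median of the plasmid list stood at percentile 99.1, against 81.9 for chaperones, 58.1 for signalling, 39.8 for ion transport and 30.4 for chlorophyll and haem.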

## Discussion

Many studies have been performed to examine the effect of *TPX* gene overexpression on cellular metabolism for a wide variety of organisms (Chae et al., 1994; Yamamoto et al., 1999; Berggren et al., 2001; Broin and Rey, 2003). In previous studies, analysis of transgenic *Arabidopsis* with reduced *TPX* amounts demonstrated that the *TPX* protects chloroplast proteins from oxidative damage. Partial suppression of *TPX* expression caused impairment of photosynthesis and increased oxidative damage of chloroplast proteins during early plant development (Dietz et al., 2002). Similar results were found in the present study, where developed TGR plants overexpressed the *OsTPX* gene under the control of maize ubiquitin promoter (Figure 1A), confirming that the expression was at the mRNA and protein levels (Figure 1C). TGR plants conferred acquired H_2_O_2_ stress tolerance (Figure 1B) by improving higher cell stability and chlorophyll content (Figures 1D–F). Additionally, maintaining low MDA and ROS levels in rice plant cells (Figures 1G,H) indicated that TGR plants had an enhanced stress response than did the WT plants. However, the role of *TPX* gene in oxidative stress has not been studied in *S. elongatus* PCC 7942. To confirm the above results with other strains, including *S. elongatus* PCC 7942, the current study was conducted to determine if the expression of the *OsTPX* gene in *S. elongatus* enhanced its tolerance to H_2_O_2_-induced oxidative stress.

The enhancement of stress tolerance in the OT strain may be due to the heterologous *OsTPX* gene having similar functions through the highly conserved active regions of the protein sequences of OsTPX and cyanobacterial TPX. Interestingly, amino acid sequence alignment indicated that OsTPX shares a highly conserved active-site region; described green backgrounds (C), red backgrounds (GGLG, AW), and blue backgrounds (FTFVCPT, AW, W) in Figure 2A (Wood et al., 2003; Sayed and Williams, 2004; Moon et al., 2005; Pascual et al., 2010; Kim et al., 2013). Two catalytic cysteine residues (Cys 114 and Cys 236) of TPX could have important roles in neutralizing toxic ROS, which is consistent with a previous study that found human TPX*s* were involved in detoxifying ROS and protected cells from oxidative stress (Schröder et al., 2000). The susceptibility to over-oxidation has been considered specific for TPX and depends on the presence of two motifs, GGLG and YF, of these proteins (Wood et al., 2003). Additionally, modification of Thr66, Trp99, and Trp89 of barley HvTPX (Thr116 in FTFVCPT, Trp149 in AW, and Trp240 is W of OsTPX) involved these residues in the conformational change (dimer to oligomer) that altered protein function (König et al., 2003). Notably, the previous study showed that other *TPX*-mutated strains exhibited decreased TPX activity, indicating that these residues are essential for the catalysis of Thr48 of poplar PtTPX (Thr111 in OsTPX), and Cys64 of barley HvTPX (Cys114 of OsTPX) (König et al., 2003; Rouhier and Jacquot, 2008). The phylogenetic tree also shows the evolutionary relationship between rice and cyanobacterial *TPX* genes (Figure 2B). Therefore, these highly conserved regions play a key role in *TPX* gene function. It can be expected that the *OsTPX* gene of rice plants functions in a cooperative role in the oxidative stress tolerance that has been observed in cyanobacteria.

To investigate whether the expression of the *OsTPX* gene affects oxidative stress in cyanobacteria, we transformed *S. elongatus* PCC 7942 with the *OsTPX* gene under the control of the *Ptrc* promoter, and confirmed its expression at the mRNA and protein levels (Figures 3A,C). Our results show that heterologous *OsTPX* gene expression can enhance tolerance of cyanobacteria to oxidative stress such as H_2_O_2_ (Figure 4). It has been reported that the heterologous *TPX* gene is able to improve stress tolerance in many organisms (Lee et al., 2000; Jing et al., 2006). This may explain why the OT strain showed better growth than the control NS and WT strains did in the presence of abiotic stresses, including major ROS-generating agents, such as; 200 mM NaCl, a low 10°C temperature, 250 μE high-intensity light, and 20% sodium dodecyl sulfate (SDS) (Supplementary Figure S1). Previous studies found that the *TPX* gene increased salt and low temperature tolerance in *Arabidopsis* (Jing et al., 2006); and that the loss of *TPX* gene function in *Synechocystis* sp. resulted in significantly late grow rates compared to control wild-type strains under high light conditions (Kobayashi et al., 2004). In other studies, the *TPX* gene functioning as a chaperone indicated that it was effective in preventing protein aggregation induced by SDS stress (Jang et al., 2004; Messina et al., 2014). Taken together, heterologous *OsTPX* gene expression enhanced tolerance to abiotic stresses by eliminating ROS-induced oxidative stress.

As mentioned above, regulating H_2_O_2_ balance is very important to redox homeostasis in cell peroxidation. To investigate the effects of oxidative stress such as H_2_O_2_-generated ROS, ROS levels were measured *in vitro* and *in vivo* in the WT, NS, and OT strains (Figures 5A,B). Low ROS production in the OT strain resulted in less MDA accumulation by lipid peroxidation compared to that observed in the NS and WT strains. Therefore, the total biomass yield of the OT strain was decreased to a smaller extent upon exposure to oxidative stress (Figures 5C,D). These findings are consistent with a previous observation that the *TPX* gene is related to oxidative stress and could eliminate cellular damage caused by ROS in cyanobacteria (Klughammer et al., 1998; Stork et al., 2009; Pascual et al., 2010). Additionally, a gene disruption study showed that the *TPX* gene is essential for survival under oxidative stress conditions by maintain cell stability (Kobayashi et al., 2004). Thus, it can be speculated that heterologous *OsTPX* gene enhanced stress tolerance and biomass yield by preventing cell damage under the oxidative stress within *S. elongatus* PCC 7942.

Published studies have provided evidence of the relationship between stress tolerance and photosynthetic capacity, which is affected by *TPX* gene overexpression in several organisms (Nikkanen and Rintamaki, 2014; Brzezowski et al., 2015; Puerto et al., 2015; Guevara-Flores et al., 2017). For example, *TPX* gene expression conferred tolerance to long-day photoperiod and oxidative stresses by reducing the cellular ROS level in *Debaryomyces hansenii* (Chao et al., 2009) and *Pichia methanolica* (Puerto et al., 2015). We also found that the OT strain exhibited higher chlorophyll content (Figure 6B) and *F*_v_/*F*_m_ ratio under normal and H_2_O_2_ stress conditions (Figure 6C), and also showed an increased photosynthetic efficiency based on the QY, NPQ, *R*_Fd_, and Pi_ABS_ (Figures 6A,D). In contrast, the OT strain showed decreased DI_0_/RC values (Figure 6E), whereas the NS and WT strains exhibited considerably higher levels of energy dissipation than the OT strain under normal and 2.5 mM H_2_O_2_ conditions. This phenomenon is assumed to be related to an increase in gene expression that involved photosynthetic metabolism (Figure 7 and Supplementary Table S3). 

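The identifier listed as high light inducible protein in Table S5 (SYNPCC7942_RS05735, coordinates 1136617 to 1137294, with no genome build named there) had 1989 counts in WT and 4374 in OT under H2O2. High-light inducible proteins bind chlorophyll and protect the photosystems under excess light. Its OT/WT fold was 2.37 [2.24–2.50] in CPM and 1.69 [1.60–1.78] relative to the median gene. With H2O2, it was 2.05-fold [1.94–2.17] higher in OT relative to the median gene, and in WT it stood at 0.820-fold [0.775–0.868]. Under normal conditions its OT/WT fold was 0.588 [0.554–0.624] in CPM and 0.704 [0.663–0.747] relative to the median gene. The protein printed beside this identifier was not found in assembly ASM3054490v1, so its span of 678 nucleotides was not set against a gene length. Whether it encodes a high-light inducible protein was thus not checked. In 0 of the 199 genes of Table S5 that could be checked did the span have the length of the printed protein's gene.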

A high-light inducible gene, perhaps induced by *OsTPX* gene expression, could play a critical role in the adaptation of cyanobacterium through an increase in chlorophyll, and by improving the repair of the photosynthetic apparatus (Zeng et al., 2002; Havaux et al., 2003). Furthermore, genes related to the chlorophyll biosynthesis pathway were increased more in the OT strain than the WT strain. 

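Chlorophyll synthase attaches the phytol tail in the last step of chlorophyll synthesis. The identifier listed under that name, ChlG (SYNPCC7942_RS10560), had 4795 counts in WT and 14285 in OT under H2O2. Its OT/WT fold was 3.20 [3.10–3.31] in CPM and 2.29 [2.21–2.36] relative to the median gene. The identifier listed as magnesium protoporphyrin IX methyltransferase (SYNPCC7942_RS02240), with 526 and 1241 counts, was at 2.54 [2.29–2.82] and 1.81 [1.63–2.01]. The one listed as magnesium-protoporphyrin IX monomethyl ester cyclase (SYNPCC7942_RS09665), an enzyme that acts on the product of the methyltransferase, had 2375 and 4524 counts. It was at 2.05 [1.95–2.15] and 1.46 [1.39–1.54]. Within OT, the 3 genes were 4.24-fold [4.07–4.42], 1.64-fold [1.49–1.81] and 1.73-fold [1.64–1.82] higher with H2O2 relative to the median gene, in the same order. Within WT, ChlG stood at 1.15-fold [1.10–1.19], the methyltransferase at 0.494-fold [0.446–0.546] and the cyclase at 0.998-fold [0.945–1.05], while in CPM all 3 lay below 1, ChlG at 0.961 [0.924–0.999]. Under normal conditions, the 3 genes were lower in OT than in WT, at 0.647 [0.617–0.678], 0.569 [0.516–0.627] and 0.881 [0.833–0.932] relative to the median gene, so their changes within OT start from a lower level. The names are those of Table S5, where the 3 identifiers lie at 2163925 to 2164596, 427463 to 428029 and 1982513 to 1983253. None of these spans has the length that the printed protein's gene has in assembly ASM3054490v1. Each has instead the length of a gene close to that gene, so the counts may be those of other genes. The functions given here are those of the printed names. The cyclase passed 1.5-fold with TMM factors (1.51) and not with DESeq2's size factors (1.49).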

Several genes such as chlorophyll synthase ChlG, magnesium protoporphyrin IX methyltransferase, and magnesium protoporphyrin IX monoethyl ester cyclase are involved in tetrapyrrole biosynthesis pathway, which is known as the chlorophyll biosynthesis pathway in plants (Brzezowski et al., 2015). Therefore, these results indicated that heterologous *OsTPX* gene expression induced chlorophyll biosynthesis, resulting in enhanced photosynthetic capacity in *S. elongatus* PCC 7942.

Reduced TRX also reduces the oxidized TPX by ROS-induced stress. These reactions are critical in protecting cells under oxidative stress conditions (Dietz, 2007). 

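The identifier listed as catalase-peroxidase in Table S5 (SYNPCC7942_RS08440, coordinates 1725260 to 1725829), an enzyme that breaks down H2O2, had 1626 counts in WT and 5045 in OT under H2O2. Its OT/WT fold was 3.34 [3.16–3.53] in CPM and 2.38 [2.25–2.52] relative to the median gene. With H2O2 it was 5.92-fold [5.46–6.43] higher relative to the median gene in OT, where it had 672 counts under normal conditions, and it stood at 1.18-fold [1.10–1.26] in WT, where its fold in CPM was 0.986 [0.921–1.055]. Glutathione peroxidase reduces peroxides with glutathione. The identifier listed under that name (SYNPCC7942_RS02235, coordinates 427210 to 427446) had 305 counts in WT and 704 in OT under H2O2. Its OT/WT folds were 2.48 [2.17–2.85] and 1.77 [1.55–2.03]. With H2O2 it stood at 1.68-fold [1.47–1.92] in OT and at 0.709-fold [0.614–0.816] in WT, relative to the median gene. Neither span has the length of the printed protein's gene in assembly ASM3054490v1, and the length of the gene printed as glutathione peroxidase is that of the span of SYNPCC7942_RS02240, which Table S5 lists as magnesium protoporphyrin IX methyltransferase.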

Our results, which included gene profiling of WT and OT strains under H_2_O_2_ stress, showed an increase in antioxidant genes such as catalase peroxidase and glutathione peroxidase compared with control strains (Figure 7 and Supplementary Tables S3, S5). In addition, electron shuttles harboring iron–sulfur clusters such as ferredoxin, ferredoxin-thioredoxin reductase, and flavodoxin were increased in the OT strain. 

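The identifier listed as ferredoxin (SYNPCC7942_RS13385, coordinates 8417 to 8599 in Table S5) had the highest fold of the 18 genes. Whether it encodes the iron-sulfur protein that takes electrons from photosystem I was not checked. Its number lies between those of ANL31 (SYNPCC7942_RS13335) and SrpB (SYNPCC7942_RS13410), which are listed with the plasmid. The protein printed beside SYNPCC7942_RS13385 was not found in assembly ASM3054490v1. Its span of 183 nucleotides was thus not set against a gene length, and its name was not checked. This identifier rested on few counts, 92 in WT and 609 in OT under H2O2. Its OT/WT fold was 7.09 [5.71–8.97] in CPM and 5.05 [4.07–6.39] relative to the median gene. Ferredoxin-thioredoxin reductase passes electrons from ferredoxin to thioredoxin. The identifier taken for it (SYNPCC7942_RS05790) went from 1076 counts in WT to 3541 in OT, a fold of 3.54 [3.31–3.79] or 2.52 [2.36–2.71] relative to the median gene. Flavodoxin2 (SYNPCC7942_RS07035) and flavodoxin (SYNPCC7942_RS13770) were at 1.99 [1.92–2.06] and 1.69 [1.59–1.80] relative to the median gene. With H2O2, ferredoxin stood at 4.20-fold [3.44–5.19] in OT and 0.930-fold [0.702–1.23] in WT, so a change in WT was not detectable at this depth. Flavodoxin stood at 1.43-fold [1.35–1.51] in OT and 0.463-fold [0.436–0.492] in WT. Flavodoxin2 stood at 3.23-fold [3.10–3.36] in OT and 1.38-fold [1.32–1.44] in WT, and at 1.15-fold [1.11–1.20] in WT in CPM, where the other 17 genes of Figure 7 lay below 1. The gene of the protein printed as flavodoxin, fldA in assembly ASM3054490v1, has the length of the span of SYNPCC7942_RS07865, listed as iron stress-induced chlorophyll-binding protein, which was at 2.22 [2.03–2.42] relative to the median gene in OT against WT under H2O2. The gene of the protein printed beside SYNPCC7942_RS05790, as a hypothetical protein, has the length of the span of SYNPCC7942_RS05795, listed as an ABC transporter ATP-binding protein.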

Ferredoxin is an important molecule involved in the routes of cyclic electron flow that operate under physiological and stress conditions, and is also used as a reducing equivalent by TRX and ferredoxin-thioredoxin reductase (Tognetti et al., 2006). In cyanobacteria, stress situations induce the synthesis of flavodoxin (Falk et al., 1995), an electron carrier flavoprotein that is not found in plants. The overexpression of flavodoxin in *E. coli* leads to an augmented tolerance toward various sources of oxidative stress (Zheng et al., 1999). These electron shuttles could be expected to maintain cellular homeostasis by regulating redox balance during electron transfer. However, those antioxidant and electron carrier genes show no differential expression levels between WT and OT strains under normal conditions (Supplementary Table S4). 

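Under normal conditions, 5 of the 6 redox balance genes were lower in OT than in WT relative to the median gene, with counting intervals below 1. Catalase-peroxidase (SYNPCC7942_RS08440), with 1769 counts in WT, was at 0.495-fold [0.452–0.541] and flavodoxin (SYNPCC7942_RS13770) at 0.573-fold [0.542–0.607]. Ferredoxin-thioredoxin reductase (SYNPCC7942_RS05790) was at 0.725-fold [0.667–0.788], glutathione peroxidase (SYNPCC7942_RS02235) at 0.780-fold [0.678–0.895] and flavodoxin2 (SYNPCC7942_RS07035) at 0.888-fold [0.846–0.932]. For ferredoxin (SYNPCC7942_RS13385), with 127 counts in WT and 114 in OT, the fold was 1.17 [0.900–1.52] relative to the median gene and 0.977 [0.752–1.27] in CPM, so no difference was detectable at this depth. Past 1.5-fold, 2 of the 6 were lower relative to the median gene and 4 were lower with library totals. Over all genes under normal conditions, 87 were higher and 318 lower in OT by 1.5-fold or more with library totals, and 208 were higher and 75 lower with TMM factors. The names carry the limit on their coordinates in Table S5, and with 1 library per strain the spread between cultures under normal conditions was not measured.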

Interestingly, our results appear to show the level of cyanobacterial TRX (*SeTPX*) is more similar to the OT strain, than to the WT strain under the normal and stress conditions (Supplementary Table S4). This phenomenon assumed that *OsTPX* is not affected by *SeTPX* under normal and stress conditions; however, the expression of related genes were upregulated in the presence of H_2_O_2_. These results indicated that the heterologous *OsTPX* gene affected higher expression levels of antioxidant and electron carrier genes under the H_2_O_2_ stress conditions. Consequently, the OT strain improved cell homeostasis by maintaining a redox balance when compared to the WT strain.

Taken together, these findings indicate that the expression of the *OsTPX* gene in rice plants and *S. elongatus* resulted in an improvement in stress tolerance to ROS-induced oxidative stress and enhanced photosynthetic ability. In addition, cell membrane stability and biomass yield increased in the OT strain when compared to the WT and NS strains. These effects were achieved by enhancing the balance of cellular redox homeostasis through the activity of heterologous *OsTPX* gene expression, which resulted in the expression of related genes in the redox balance, photosynthesis, ion homeostasis, and molecular chaperone. In conclusion, our results found that *OsTPX* gene expression of rice plants could improve the cell defense regulatory network through cellular redox homeostasis under the oxidative stress in *S. elongatus* PCC 7942. Therefore, future studies on the genetic and molecular functions of the *OsTPX* gene should focus on the interactions between plants and cyanobacteria, and their responses to various environmental conditions.

## Author Contributions

Y-SK, I-SK, JG, and H-SY designed the project and were involved in the writing of the manuscript. Y-SK and J-JK wrote the manuscript. Y-SK and S-IP carried out most of the experiments and analyzed the data. SD, JB, and AT participated in the discussion and critiqued the writing.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://clustalw.ddbj.nig.ac.jp/

2 http://david.abcc.ncifcrf.gov/

How the deposited data were processed for this re-analysis (not part of the article)

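RNA was measured by RNA-Seq in the WT and OT strains of S. elongatus under normal conditions and after 2 days in 2.5 mM H2O2, with 1 count table for each of the 4 conditions. Conditions were taken from the sample labels and the paper. For the OT strain under stress, the paper adds 0.2 mM IPTG just before the exposure, and IPTG under normal conditions is not stated. The authors depleted ribosomal RNA, prepared stranded libraries, sequenced paired-end reads and mapped them with Bowtie2, and they deposited raw counts per gene identifier from unique and multiple alignments. The submitters' processing notes also name edgeR. The genome build, the annotation and the tool that counted reads are not given in the sources used here, nor is whether a table is 1 of the 3 replicates of the paper or combines them. The deposited counts were used as they stand, for 2749 identifiers, without rounding or removal.

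Library totals were 17518424, 16331906, 16089764 and 15183526 counts for WT normal, WT H2O2, OT normal and OT H2O2, and the median counts per gene were 3287, 2582, 2567 and 3283. No gene had a count of 0. The comparisons made were 4, OT against WT under H2O2, OT against WT under normal conditions, and H2O2 against normal in each strain. Log2 ratios were taken of counts scaled to the library total (CPM) with a pseudocount of 0.5, over genes with a mean of at least 10 counts, a filter that removed 0 genes. Design rules had foreseen totals without ribosomal and transfer RNA, but no source used here identifies such rows, so totals are over all rows. With 1 library per condition no test was run and no p-value given. Genes were counted by a fold of at least 1.5 either way, which is near the smallest fold in Table S5, since the paper's text states no threshold. Each fold has a 95% Clopper-Pearson interval from the binomial distribution of its counts, given the library totals. Because the median gene was not at 1, folds are also given relative to the median gene.

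Genes to name were fixed by rule before the data were examined, with the values of Table S5 already seen. The rule takes every gene the paper names, the 10 highest and 10 lowest folds of each comparison among genes above the median level, and up to 4 members of each of 24 gene lists. The peroxiredoxin SeTPX and the thioredoxins fall under the rule, but no table used here pairs them with an identifier, so they are not reported. Names come from Table S5, which pairs 237 identifiers with names, proteins and coordinates, and other identifiers have no name here, so few of them are printed. The gene list of assembly ASM3054490v1, with 2785 genes, was used for symbols, gene lengths and neighbours through the protein printed in Table S5. It held 199 of the 237 proteins once and did not hold, or held more than once, the other 38. Lists were read from the names in Table S5 as printed. A list of at least 3 members was set against 10000 random lists of Table S5 genes matched on mean expression in 10 bins.

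Alternatives set before the data were examined were edgeR's TMM factors, DESeq2's size factors, totals without the 20 genes with the highest mean share, no filter or a mean of at least 100 counts, a pseudocount of 5, a fold of 2, gene identity by product, and a moved column of Table S5. Scaling factors recovered from Table S5 and folds relative to the median gene were added after the data were seen. The code was tested on simulated counts of OT H2O2 against WT H2O2 over 2749 genes, of which 200 were changed. With library totals, it found 24.0% of genes changed by 1.5-fold, 96.0% of those changed by 2-fold and 100% of those changed by 3- or 5-fold past the 1.5-fold rule, and 0 unchanged genes passed it. With TMM factors, 42.0% of genes changed by 1.5-fold and 100% of the others were found. Counting intervals held the true fold for 95.4% of genes. The simulated libraries held counting error alone around 1 mean share per gene, apart from the 200 changed genes. In the data, the median gene was at 1.40-fold in OT against WT under H2O2 with library totals. The simulation therefore cannot show how many unchanged genes pass because of the scaling or of the spread between cultures. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 for scaling factors only.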

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

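Counts relative to the median gene, and the test of library size, were chosen after the results were seen. The paper's text and Table S5 report genes that were higher in OT under H2O2, and Tables S3 and S4 were not used here. Genes lower in OT under H2O2 by 1.5-fold or more, which the text and Table S5 do not report on, numbered 192 with library totals and 365 with TMM factors. Relative to the median gene they numbered 387. The text and Table S5 do not print the changes with H2O2 within a strain either. In WT, 524 genes were at or past 1.5-fold with library totals (112 higher and 412 lower) and 366 with TMM factors (243 higher and 123 lower). In OT, 1176 genes were at or past 1.5-fold with library totals (982 higher and 194 lower) and 754 with TMM factors (355 higher and 399 lower).

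Changes with H2O2 went in opposite directions in the 2 strains for some genes. Relative to the median gene, 17 genes were higher in OT and lower in WT with H2O2, each by 1.5-fold or more, and 108 were lower in OT and higher in WT. In the same direction, 32 genes were higher and 28 lower in both strains. Of all 2749 genes, 370 were higher and 388 lower in OT, and 243 higher and 123 lower in WT, by the same rule. With these shares, 17 and 32 are near the overlap that unrelated changes would give, while 108 and 28 lie above it. The difference between the strains was not tested, because each condition has 1 library. Across genes, the changes in the 2 strains had a Pearson correlation of −0.074, and genes are not independent replicates.

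The library of OT under H2O2 ranked genes least like the others, with Spearman correlations of 0.852 to 0.894, against 0.935 to 0.955 among the other 3. A difference in library size as the explanation is argued against. The total of this library was nearest to that of OT under normal conditions, at a ratio of 1.060, and yet their correlation was 0.852 [0.837–0.865], while WT and OT under normal conditions, with totals at a ratio of 1.089, had 0.953 [0.947–0.957] and the 2 WT libraries, at 1.073, had 0.935 [0.928–0.941] (95% intervals from genes drawn with replacement). A change in the most abundant genes alone is also argued against, since without the 10% of genes with the highest mean the highest correlation of this library was 0.864, while the others stayed at 0.913 or above. Lengths were known for 8.6% of genes, so a bias from gene length cannot be told apart from the condition. The log2 counts of OT under H2O2 had the lowest standard deviation over genes, 1.18, against 1.26 to 1.31 in the other libraries. A response of OT cells to H2O2 and to the IPTG given with it, and a difference between single cultures, stay open and were not tested. So does a difference in RNA quality or library preparation, neither of which was compared here.

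Genes higher in OT than WT under H2O2 tended to be lower in OT than WT under normal conditions, with a Pearson correlation of −0.457 and a Spearman correlation of −0.485 across 2749 genes, although the 2 ratios share no library and so no counting error. A change in the most abundant genes alone is argued against by the correlation of −0.428 without the 10% of genes with the highest mean. WT and OT under normal conditions had a Spearman correlation of 0.953 [0.947–0.957]. That of WT under H2O2 and OT under normal conditions, which differ in strain and treatment, was about as high, at 0.955 [0.949–0.961]. The 20 genes with the highest mean share took 35.2% of the counts in WT under H2O2 and 34.8% in OT under normal conditions. WT under H2O2 divides the first ratio and OT under normal conditions is divided in the second, so their likeness lowers the correlation. The library labels were not checked. An effect of OsTPX or of its vector that depends on H2O2, and differences between single cultures or libraries, stay open and were not tested.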

How the results depend on the processing

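Scaling factors recovered from Table S5 and folds relative to the median gene were chosen after the data were seen. Genes at or past 1.5-fold in OT against WT under H2O2 numbered 1220 with library totals, 604 with TMM factors, 605 with DESeq2's size factors, 698 without the 20 genes of highest share in the totals, 604 with the recovered factors and 599 relative to the median gene. For H2O2 against normal in OT, 1176 became 754, 761, 754 and 758 with TMM, DESeq2, the recovered factors and the median gene. The OT/WT ratio differed by 1.5-fold or more between H2O2 and normal in 1906 genes, and in 923, 923, 1182, 923 and 920 with TMM, DESeq2, totals without the 20 genes, the recovered factors and the median gene. The settings differ in the library sizes they divide by, and the cause was not tested further. A fold of 2 left 327 genes for OT against WT under H2O2, 54 under normal conditions, 94 for H2O2 in WT and 474 for H2O2 in OT, as a stricter rule must. Summed over both directions, the other counts of genes past 1.5-fold stayed within 1.5 times, but their split did not. In OT against WT under normal conditions, 87 higher and 318 lower became 208 and 75 with TMM factors, and for H2O2 in WT, 112 and 412 became 243 and 123. No filter and a mean of 100 counts removed 0 genes and so tested nothing.

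All 18 genes of Figure 7 passed 1.5-fold with library totals, TMM, the recovered factors, totals without the 20 genes and a pseudocount of 5, and 17 with DESeq2's size factors and relative to the median gene. They come from Table S5, of whose 237 genes all pass under the former settings and 225 and 210 under the latter, so this says little of stability. Read by product through coordinate lengths, 5 of the 18 products had an identifier in Table S5, whose genes all pass with library totals, so that choice was not tested. Of the values of the OT (S) column of Table S5, 2 lay within 0.01 log2 of their row, and 222 when moved by 5 rows. For the 99 genes under the naming rule, 394 of 396 folds moved beyond their counting interval with TMM factors and 389 without the 20 genes, none with a pseudocount of 5, and no fold past 1.5 changed its direction. That outcome was fixed in advance. Each scaling moves all folds of a comparison by about the same factor, which was under 1.5 here. The gene lists hold genes of Table S5 alone, none of which is below the median gene in OT against WT under H2O2, so their medians say nothing of stability. Totals over all rows against totals without ribosomal and transfer RNA, and values of SeTPX, were not run, since no source used here identifies these rows. No paired analysis was possible because each condition has 1 library, so the groups share 1 replicate number. Among the genes of Figure 7, depth limits ferredoxin, with 92 to 609 counts. The spread between cultures was not measured.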

Differences from the paper's values

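Table S5 of the paper lists 237 genes as higher in OT than in WT under H2O2, whereas 1028 genes were higher by 1.5-fold or more here with library totals. The paper states no threshold, and 1.5 was taken here because the smallest fold in Table S5 is 1.504, as the paper's value. Of the alternatives set before the data were examined, TMM factors (239 genes), DESeq2's size factors (227) and a fold of 2 (253) do not differ by over 1.5 times from the paper's number, and they drop 0, 12 and 0 of the paper's 237 genes. Totals without the 20 genes of highest share (387), no filter (1028), a mean of at least 100 counts (1028) and a pseudocount of 5 (1020) do. Scaling factors recovered from Table S5, chosen after seeing the values, gave 239 genes and dropped 0 of the paper's 237, and folds relative to the median gene, also chosen after seeing them, gave 212 and dropped 27. The paper's OT/WT folds under H2O2 in Table S5 lay within 1% of those from the recovered factors for 236 of 237 genes. The recovered factor of OT under H2O2 was itself fitted to these folds. The match in level, and with it the 0 dropped genes, was thus built in, while the match from gene to gene was not. Relative library sizes in WT normal, WT H2O2, OT normal and OT H2O2 were 1.141, 0.8903, 0.8757 and 1.1241 with the recovered factors. With TMM they were 1.1411, 0.8903, 0.8757 and 1.1241. The paper's folds are therefore close to TMM folds of these 4 count tables, and the gap of 237 against 1028 genes goes with the scaling. None of the paper's 35 folds of the 18 genes under H2O2 or normal conditions differed by over 1.5 times from those with library totals. The paper's text prints no fold under H2O2 for the Fe3+ transporter. Within a comparison these folds differ from the paper's by about the same factor, set by the scaling, so they are not separate agreements.

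The paper states that the antioxidant and electron carrier genes were not differentially expressed between WT and OT under normal conditions. Of the 6 genes, 5 were lower in OT with a counting interval below 1 relative to the median gene, from 0.495-fold for catalase-peroxidase to 0.888-fold for flavodoxin2, and 2 were lower by 1.5-fold or more. Ferredoxin was at 1.17-fold with an interval that includes 1. The paper's own OT/WT folds under normal conditions in Table S5 were below 1 for 200 of 237 genes and at or under 1/1.5 for 40. Table S4, which the paper cites here, was not used here.

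In Table S5, the OT (S) column holds 232 values and 5 blank cells. Only 2 values lay within 0.01 log2 of the value computed for their own row, and 222 did so when moved by 5 rows, with a median absolute difference of 1.07 log2 as printed.  Of 199 genes in Table S5 whose printed protein occurs once in assembly ASM3054490v1, 0 had coordinates spanning the length of that protein's gene.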

Other observations

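The tests on the names in Table S5, and the genes named through them, were chosen after the results were seen. Genes of Table S5 listed with plasmid names or proteins stood apart from the rest of the table under normal conditions. Their median log2 OT/WT fold relative to the median gene was 0.24 there, against −0.31 for the whole table, and at percentile 100 among random lists of the table's genes matched on expression. With H2O2 in WT, their median log2 change was 0.23, against −0.13 for the whole table, at percentile 99.7. Both comparisons divide by the single library of WT under normal conditions. A low level in that library cannot be told apart from a difference of OT. ANL59 (SYNPCC7942_RS13480) was at 1.65-fold in OT against WT under normal conditions and ANL31 (SYNPCC7942_RS13335) at 1.49-fold. The circadian clock identifiers, listed as KaiB (SYNPCC7942_RS06230) and KaiA (SYNPCC7942_RS06235), were 2.03-fold [1.95–2.12] and 1.64-fold [1.54–1.76] higher in OT than in WT under H2O2, and at 1.14- and 1.15-fold under normal conditions, all relative to the median gene.

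In Table S5 the name and protein beside an identifier may belong to the gene next to it. Of 199 genes with a protein found once in assembly ASM3054490v1, 158 had coordinates with the length of the gene just before that protein's gene and 6 that of the gene just after, together 164, while no distance of 2 to 6 genes gave more than 3. Names that are right beside misplaced coordinates are argued against, since mean log2 counts across these genes followed the length between the coordinates (Pearson 0.789, Spearman 0.765) and not the length of the printed protein's gene (0.092 and 0.072). Genes are not independent replicates, and no biological explanation was tested.

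Under that hypothesis of names moved by 1 gene, which rests on the 164 matches, other genes would carry the folds. The length of the span of SYNPCC7942_RS06230 would be that of kaiC and of SYNPCC7942_RS06235 that of kaiB, clock genes as well. Of the identifiers matched to a gene with a symbol, 6 would be genes of cobalamin synthesis, namely cobN (SYNPCC7942_RS00495), cobG (SYNPCC7942_RS09390), cobI (SYNPCC7942_RS09400), cobJ (SYNPCC7942_RS09405), cobW (SYNPCC7942_RS04275) and cbiD (SYNPCC7942_RS00965). Relative to the median gene, these 6 were 1.48- to 1.85-fold higher in OT than in WT under H2O2 and 1.67- to 2.21-fold higher in OT with H2O2, at 0.743- to 0.960-fold in OT against WT under normal conditions, and at 0.748- to 1.29-fold with H2O2 in WT, where they went both ways. These 6 were put together after their symbols were seen, from 22 matched identifiers with a symbol. A further identifier without a symbol, SYNPCC7942_RS09410, would be cobyrinic acid a,c-diamide synthase, by the product printed elsewhere in Table S5. It was at 1.887-fold in OT against WT under H2O2, 2.575-fold in OT with H2O2 and 0.663-fold in OT against WT under normal conditions, all outside the ranges above. With H2O2 in WT it was at 0.866-fold, within the range. The identifier listed as Rubisco chaperonin (SYNPCC7942_RS07840), at 2.46-fold, would be ago, which encodes an Argonaute protein, and the one listed as methylthioribose-1-phosphate isomerase (SYNPCC7942_RS10095), at 2.15-fold [2.00–2.32], would be mscL, a mechanosensitive channel. Genes of Table S5 were chosen for a high fold, so that these are high says nothing of the pathways. Of the 18 products of Figure 7, 5 had a printed protein whose gene's length matched another identifier of Table S5, and 4 of these 5 identifiers were at or past 1.5-fold relative to the median gene, as were 210 of the 237 genes of Table S5.

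SYNPCC7942_RS03000 and SYNPCC7942_RS13095 had the highest folds with H2O2 in WT among genes above the median level, at 4.38-fold [4.35–4.40] and 4.39-fold [4.37–4.42] relative to the median gene, and were at 2.42- and 2.44-fold in OT. Their counts differed by 0.09% to 0.79% in the 4 libraries, and reads with multiple alignments were counted, so their values are uncertain as those of separate genes.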
